A study of Mus musculus with 25 samples. Its data were reported in "Methylene-tetrahydrofolate reductase contributes to allergic airway disease" (2018).

How the data were processed

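Gene expression was measured in whole lung of C57BL/6 mice that lacked methylenetetrahydrofolate reductase (Mthfr-/-) or were wild type, after sensitisation and challenge with house dust mite (HDM) or saline. Total RNA of each lung was labelled with Cy3 and hybridised to 1 single-colour Agilent SurePrint array. 25 arrays were analysed: 9 of HDM-treated Mthfr-/- mice, 8 of HDM-treated C57BL/6 mice, 3 of saline-treated Mthfr-/- mice and 5 of saline-treated C57BL/6 mice. Groups and replicate numbers came from the sample labels. The series text counts mice, so each array was taken as 1 mouse.

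The authors read each array with Agilent Feature Extraction, version 11.5.1.1 per the file headers and written as 11.5.11 in the submitters' processing notes. The deposited scanner files give the processed spot intensity, which the software had corrected for spatial trend and background but had not normalised between arrays. They also give the raw median intensity of the spot and of its local background, and flags for spots that were well above background, saturated or outliers. The authors also deposited a table of log2 values for the same arrays, made in Partek Genomics Suite by quantile normalisation and log2 transformation, and the version of that program is not given in the sources used here. The scale of that table was checked against the scanner values of each array, and it was used only as an alternative. 0 columns of array values in that table were left unused.

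Control spots and spots marked as outliers (0.389% of spots) were left out, and spots of 1 probe were averaged. The processed intensities of 55681 probes were quantile normalised between arrays and log2 transformed in R 4.3.3 with limma 3.58.1. A probe was named through the accession that the scanner file gives for it, matched to the RefSeq gene table of mouse assembly GRCm38.p6. 27509 probes (49.4%) matched 1 gene, 28172 matched none and kept the name in the file, and 0 matched several. 20887 genes were represented, 5512 of them by several probes, and the brightest probe over all 25 arrays stood for the gene. Features that were well above background on at least 3 of the 25 arrays were tested, which left 15703 genes and 9162 other transcripts (24865 features). The files name no genome build, so positions from the gene table were used only to place genes on chromosomes and to find the neighbours of Mthfr, and no coordinates are given. The array files do not say where each probe lies relative to the deleted part of Mthfr.

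A linear model with 1 mean per group was fitted to all 25 arrays with limma's lmFit and eBayes, so that the 4 groups shared an estimate of the spread, after the analysis of variance in the study's methods. The 4 pairwise comparisons, the interaction of genotype and HDM, and a moderated F test over the 4 groups were taken from it. P-values were adjusted by the Benjamini-Hochberg method over all 24865 features, and a gene was called changed at an adjusted p under 0.05. Counts are of named genes unless other transcripts are mentioned. Counts of genes with an unadjusted p under 0.05 are descriptive, since a share of about 0.05 of the genes tested would reach it with no difference. Differences are given on the log2 scale with the standard error of the model (SE). Where a probe was well above background on no array of 1 group, the difference is given as a bound. The bound set the mean of the brighter group against, on each array of the dimmer group, the higher of the lowest signal among probes well above background and the probe's own signal. Saturated spots were kept at their value, and where most arrays of the brighter group were saturated the fold is given as a bound as well.

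38 gene lists were fixed before the data were examined. They covered one-carbon and folate metabolism, the DNA methylation machinery, type 2 cytokines and receptors, alternatively activated macrophage and goblet cell genes, and interferon-stimulated genes. They also covered inflammatory cytokines and chemokines, lymphoid follicle and lymph node genes, proliferation genes, xenobiotic and glutathione metabolism, circadian clock genes, glucocorticoid-responsive genes, immediate early genes, and heat shock and unfolded protein response genes. Marker lists stood for eosinophils, mast cells and basophils, T cells, B cells and plasma cells, NK cells, alveolar macrophages, monocytes and interstitial macrophages, dendritic cells, neutrophils, club cells, ciliated cells, alveolar type 1 and alveolar type 2 cells, endothelium, fibroblasts and extracellular matrix, smooth muscle, mesothelium, adipose tissue, cardiac muscle, skeletal muscle, erythroid cells and thymus. The remaining lists held sex-linked genes, genes known to vary between C57BL/6 substrains, and 22 genes from the text of the study. 37 lists had at least 3 measured genes and were tested with limma's camera at a preset correlation between genes of 0.01. Camera with an estimated correlation and fry, which tests whether the genes of a list move one way on balance without comparing them with other genes, were the alternatives. Only 2 of the 5 sex-linked genes were measured, and that list was not tested. Missing spots were set to the mean of their group for these tests alone.

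The genes named in the text were chosen by a rule set before the data were examined. They are Mthfr, the 10 largest fitted rises and 10 largest fitted falls among called genes in the comparison of genotypes under HDM, the 8 and 8 largest in each other pairwise comparison, and the 5 lowest p in the interaction. Up to 4 members with the lowest p were named from a list, together with all measured genes of the list taken from the study's text. Genes named only by a clone or an accession were passed over. Shared genes of 2 comparisons were set against the number that independent lists of the same sizes would share, and tested with a two-sided Fisher exact test, as were the genes within 14 Mb of Mthfr. Neither pair of comparisons set side by side had an array in common in its group means. All comparisons shared the estimate of the spread, so the lists of called genes are not fully independent and these Fisher p-values overstate the evidence for sharing.

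The arrays lay on 6 slides and were scanned on 2 days. Scan day 1 held all 12 Mthfr-/- arrays, 5 HDM-treated wild-type arrays and 2 saline-treated wild-type arrays. Scan day 2 held 3 HDM-treated and 3 saline-treated wild-type arrays. Alternatives were 75th percentile scaling, normexp background correction with an offset of 50, the deposited table, other filters and probe rules, an unmoderated test, only the 2 groups compared, array weights, slide or replicate number as a block, scan day as a covariate, each scan day alone, and leaving out the genes near Mthfr or each array in turn. The normexp alternative was planned on mean spot signals. It used median spot signals because the files hold no mean spot signal. Array number limits the precision: on simulated data with 200 changed features among 24865, the model recovered 61.8% of log2 changes of 1 in the comparison of genotypes under HDM, 43.1% in that under saline, 48.2% in the wild-type response, 51.5% in the Mthfr-/- response and 26.5% in the interaction. False calls made up 7.5%, 3.2%, 2%, 1% and 4.2% of the simulated calls in that order, and 10.1% in the test over 4 groups. The changed features were drawn at random, 68 with a change of 1 for the Mthfr-/- response and 56 others for the wild-type response. The recovered shares therefore do not rank these 2 responses by power. The simulated noise was independent between features and held no scan day, so false calls may be more frequent in the real data. Scripts also used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9.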

Results

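The series addressed how loss of Mthfr, the enzyme that makes 5-methyltetrahydrofolate for the remethylation of homocysteine, altered gene expression in an HDM model of allergic airway disease. Expression was compared across 9 HDM-treated Mthfr-/- lungs, 8 HDM-treated C57BL/6 lungs, 3 saline-treated Mthfr-/- lungs and 5 saline-treated C57BL/6 lungs. Each array read 59305 spots, and between 46.84% and 56.63% of probes were well above background on an array. HDM-treated Mthfr-/- replicate 4 had the lowest share. Signals of any 2 arrays correlated across probes at r = 0.910 to 0.988, and no 2 arrays were identical. The median correlation was 0.971 within groups and 0.966 between groups. The first principal component held 16.0% of the variance and the second held 13.7%.

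Mthfr itself was measured by 3 probes. The brightest, A_52_P413947, read 9.16 ± 0.21 (log2, SD, n = 9) in HDM-treated Mthfr-/- lungs and 9.63 ± 0.12 (n = 8) in HDM-treated C57BL/6 lungs, a log2 difference of -0.48 ± 0.09 (SE, adjusted p = 0.00796 by limma). In saline-treated lungs it read 8.80 ± 0.05 (n = 3) against 9.77 ± 0.16 (n = 5), a difference of -0.97 ± 0.14 (adjusted p = 0.000604). Probe A_55_P2024245 was also lower in Mthfr-/- lungs, by -0.84 under HDM (adjusted p = 0.00472) and by -0.92 under saline (adjusted p = 0.225). Probe A_55_P2132323 went the other way: it was well above background on 12 of 12 Mthfr-/- arrays and 0 of 13 wild-type arrays, and was at least 2.30-fold higher under HDM and at least 3.41-fold higher under saline. The mean of all probes was higher in Mthfr-/- lungs, by 0.52 under HDM and 0.47 under saline. That sign came only from the third probe, whose wild-type signal was not above background, so the size of this rise is not measured. Whether any of the 3 probes lies inside the deleted part of the gene is not given, so the signal of 1 probe alone does not check the genotype, but the third probe separated all Mthfr-/- arrays from all wild-type arrays.

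**Figure D1:**
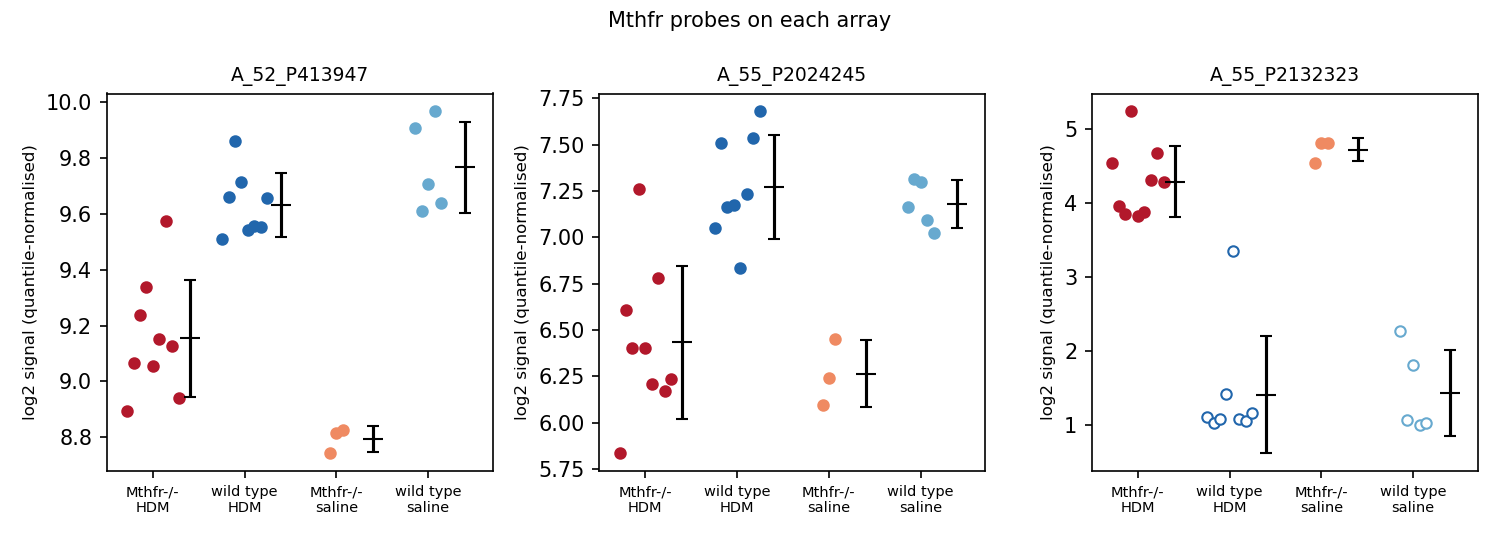
The log2 quantile-normalised signal of the 3 Mthfr probes on each of the 25 arrays, by group, with black bars for the group mean ± SD. Filled points are well above background and open points are not. Probe A_55_P2132323 was above background on all 12 Mthfr-/- arrays and on 0 of 13 wild-type arrays.

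To find genes that differed between the genotypes during allergic inflammation, HDM-treated Mthfr-/- lungs were compared with HDM-treated C57BL/6 lungs (n = 9 and 8). The paper's methods give separate sources for the mice. The Mthfr-/- line came from McGill University and was rederived, and the C57BL/6 mice came from Charles River Laboratories. Littermates are not described there, so genotype cannot be told apart from the origin of the mice. In Mthfr-/- lungs 13 of 37 interferon-stimulated genes, 6 of 18 B cell and plasma cell markers and 4 of 28 extracellular matrix genes were lower, and as lists these did not pass with an estimated correlation (adjusted p = 0.134, 0.134 and 0.104). The clock genes Per2 and Dbp were higher and Arntl was lower. Genes beside Mthfr on chromosome 4 differed in both directions. Masp2, a serine protease of the lectin pathway of complement, was at least 3.80-fold higher (adjusted p = 1.80e-07) and was well above background on 9 of 9 Mthfr-/- and 0 of 8 wild-type arrays. Away from Mthfr, on chromosome 5, Afm, which encodes the vitamin E-binding protein afamin, differed by -3.15 ± 0.40 (adjusted p = 5.01e-05). Its signal was above background on 1 of 9 Mthfr-/- and 8 of 8 wild-type arrays. Across the alternatives its fitted difference ran from -3.52 to -0.65, and the call held under each.

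In all, 249 of 15703 genes were called by limma, 137 higher and 112 lower in Mthfr-/- lungs, and 2951 genes had an unadjusted p under 0.05. A further 119 transcripts without a gene name were called. Among other rises were Angptl7, a secreted angiopoietin-like protein (2.61 ± 0.42), Slc25a34, a mitochondrial carrier (1.83 ± 0.34), Camk2b, a subunit of calcium/calmodulin-dependent kinase (1.78 ± 0.30), and the clock genes Dbp (2.20 ± 0.53) and Per2 (1.63 ± 0.27). Doc2b (2.29 ± 0.58), Hpcal4 (2.05 ± 0.43), Ccl28 (1.93 ± 0.42) and the adrenergic receptor gene Adra2c (1.65 ± 0.37) also rose, from dim signals: in wild-type lungs Angptl7 was well above background on 5 of 8 arrays, Doc2b on 4, Hpcal4 on 3, Adra2c on 3 and Ccl28 on 1, and in Mthfr-/- lungs Ccl28 was above it on only 2 of 9. The size of these 5 rises depended on the processing. Across the alternatives the lowest difference was 0.99 for Angptl7, 0.80 for Doc2b, 0.41 for Hpcal4, 0.24 for Ccl28 and 0.23 for Adra2c. Falls were seen in Zfp933 (-2.65 ± 0.12, adjusted p = 1.23e-12), the ceramide-1-phosphate transfer protein gene Cptp (-2.31 ± 0.49), Znf41-ps (-2.22 ± 0.22, above background on 2 of 9 Mthfr-/- arrays), Lrmda (-2.21 ± 0.15), the secreted matrix protein gene Spon2 (-2.16 ± 0.35), Fam205a2 (-2.12 ± 0.29), Tmem254a (-2.02 ± 0.20) and Plac9a (-1.97 ± 0.12). Duxbl2 was at least 1.53-fold lower, dim on all Mthfr-/- arrays and measured on 5 of 8 wild-type arrays. The count was 151 with scan day as a covariate, 91 on scan day 1 alone (9 against 5 arrays, 35 higher and 56 lower), 569 with the deposited table, 160 without the filter on dim probes, and 90 when only these 2 groups were fitted. Single arrays moved it too: it was 142, 100, 400 and 509 without Mthfr-/- replicates 2, 3, 5 and 10, and 392, 155, 107, 156 and 151 without wild-type replicates 1, 3, 8, 9 and 10.

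**Figure D2:**
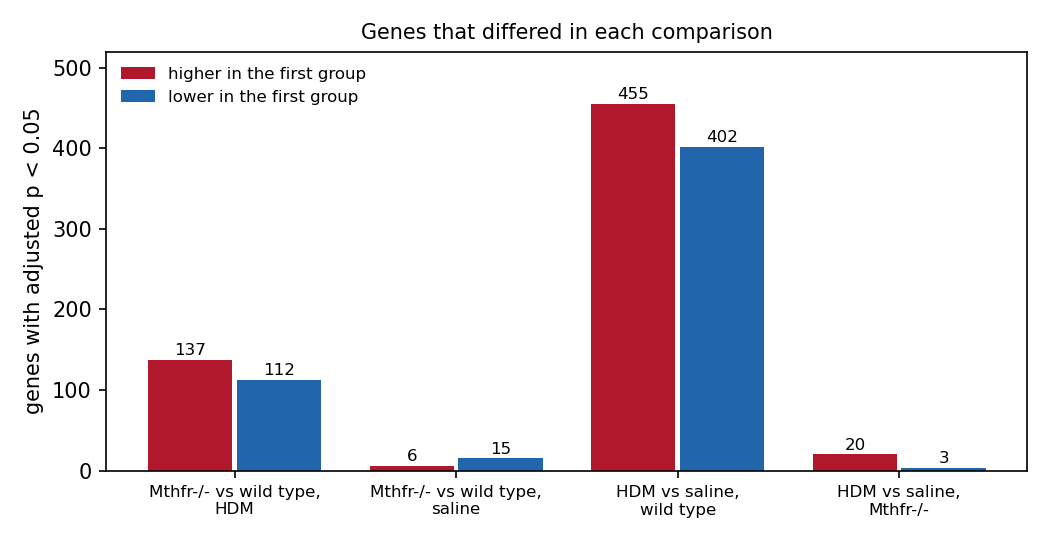
The number of genes with an adjusted p under 0.05 in each pairwise comparison, split into genes higher and lower in the group named first. The wild-type response to HDM (8 and 5 arrays) held 455 higher and 402 lower genes, against 20 and 3 in Mthfr-/- lungs (9 and 3 arrays). The interaction called 0 genes, and the unequal counts are not a test of a difference between the genotypes.

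Of 37 interferon-stimulated genes, 13 were lower in HDM-treated Mthfr-/- lungs and none was higher (29 lower adjusted over the list alone). Ifit1 fell by 1.91 on the log2 scale (SE 0.33) and Isg15, which lies near Mthfr, by 1.70 (SE 0.35). The list was lower by camera (adjusted p = 1.26e-23), but not past the threshold with an estimated correlation (adjusted p = 0.134). The mean of the list was lower in Mthfr-/- lungs by -0.85 on the log2 scale (exact permutation test, two-sided, p = 0.00469) and by -1.04 on scan day 1 alone (exact permutation p = 0.00200), and 5 of 8 wild-type arrays lay above every Mthfr-/- array. Of 18 B cell and plasma cell markers, 6 were lower and 12 did not pass (13 lower and 2 higher adjusted over the list alone), among them Cd72 (-0.97 ± 0.19), the complement receptor gene Cr2 (-1.09 ± 0.23) and Ms4a1, which encodes CD20 (-0.84 ± 0.19). Camera gave adjusted p = 4.78e-09, and adjusted p = 0.134 with an estimated correlation. Of 28 fibroblast and extracellular matrix genes, 4 were lower (11 lower adjusted over the list alone), including the protease gene Mmp3 (-1.11 ± 0.24) and the collagen genes Col5a2 (-0.78 ± 0.19) and Col1a2 (-0.46 ± 0.12). The list had adjusted p = 4.78e-09, and adjusted p = 0.104 with an estimated correlation. Of 8 lymphoid follicle and lymph node genes, 2 were lower, Cr2 and the chemokine gene Ccl19 (-0.75 ± 0.14), and the same 2 passed adjusted over the list alone (adjusted p = 0.000189, and adjusted p = 0.104 with an estimated correlation).

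Of 17 circadian clock genes, 6 were higher and 2 lower (9 and 3 adjusted over the list alone). Per2, Tef (0.98 ± 0.21) and Dbp rose, and Arntl, which encodes the activator BMAL1, fell by 1.54 (SE 0.29). Camera gave adjusted p = 0.000200 for the list, and adjusted p = 0.104 with an estimated correlation. Of 37 genes of xenobiotic and glutathione metabolism, 3 were higher (16 higher and 2 lower adjusted over the list alone): Nat8 (1.22 ± 0.22), the P450 reductase gene Por (0.66 ± 0.14) and the glutathione transferase gene Gsta2 (0.94 ± 0.20). That list had adjusted p = 1.07e-05, and adjusted p = 0.134 with an estimated correlation. Of 30 inflammatory cytokines and chemokines, 1 was higher (Ccl28) and 4 were lower (1 and 6 adjusted over the list alone), among them Ccl3 (-1.101 ± 0.174, above background on 5 of 9 Mthfr-/- and 8 of 8 wild-type arrays) and the adhesion molecule gene Vcam1 (-0.82 ± 0.19). The list had adjusted p = 0.000404, and adjusted p = 0.422 with an estimated correlation. Leaving out 1 of the 17 arrays ended some of these calls, for several genes whichever of many arrays was left out: Col1a2 lost its call without any 1 of 12 arrays, Doc2b and Col5a2 of 11 each, Dbp of 10, Vcam1 of 8, Ms4a1 and Adra2c of 5 each, Nod2 and Mmp3 of 2 each, and Gsta2 and Ccl28 of 1 each. The highest adjusted p was 0.1003 for Doc2b, 0.0868 for Col5a2, 0.0709 for Vcam1, 0.0649 for Ms4a1, 0.0562 for Adra2c, 0.0561 for Nod2, 0.0560 for Mmp3 and 0.0508 for Gsta2, each without Mthfr-/- replicate 3. It was 0.0985 for Col1a2, 0.0830 for Dbp and 0.0523 for Ccl28, each without wild-type replicate 8.

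Marker lists of dendritic cells (0 of 12 called, 4 lower adjusted over the list alone, adjusted p = 0.000773) and of monocytes and interstitial macrophages (0 of 17, 2 lower, adjusted p = 0.00186) were lower, as were heat shock and unfolded protein response genes (1 of 20, with 1 higher and 6 lower adjusted over the list alone, adjusted p = 5.25e-05). Markers of ciliated cells (0 of 15, adjusted p = 0.00599), adipose tissue (0 of 11, adjusted p = 0.00364), cardiac muscle (0 of 11, adjusted p = 0.0300) and erythroid cells (0 of 8, with 4 higher adjusted over the list alone, adjusted p = 0.000652) were higher. With an estimated correlation the adjusted p of these 7 lists was 0.134, 0.334, 0.334, 0.668, 0.570, 0.80 and 0.402 in that order. The median log2 difference was 1.17 over adipose markers, 1.17 over cardiac markers and 1.19 over erythroid markers. The other 22 lists fixed beforehand were not shifted by camera. They were one-carbon and folate metabolism (1 of 33 called, Mthfr, with 4 higher and 1 lower adjusted over the list alone, adjusted p = 0.333), DNA methylation machinery (0 of 17, 0.366), type 2 cytokines and receptors (0 of 23, 0.816), alternatively activated macrophage and goblet cell genes (0 of 23, 0.0763), eosinophils (0 of 8, 0.561), mast cells and basophils (0 of 10, 0.926), T cells (0 of 21, 0.695), NK cells (0 of 11, 0.136), alveolar macrophages (0 of 12, 0.816), neutrophils (0 of 14, 0.372), club cells (0 of 12, 0.556), alveolar type 1 cells (0 of 10, 0.546), alveolar type 2 cells (0 of 17, 0.136), endothelium (0 of 18, 0.985), smooth muscle (0 of 12, 0.926) and mesothelium (0 of 9, 0.823). They also included proliferation genes (0 of 23, 0.0646), glucocorticoid-responsive genes (0 of 14, 0.823), immediate early genes (0 of 15, 0.816), skeletal muscle (1 of 7, 0.439), thymus (0 of 5, 0.811) and substrain variant genes (1 of 8, Entpd4, with 2 higher and 2 lower adjusted over the list alone, 0.156, but adjusted p = 0.0196 by fry). Over the list alone, 1 type 2 gene, 1 alveolar type 2 cell marker and 1 skeletal muscle marker were lower and 1 glucocorticoid-responsive gene was higher.

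Of 22 genes taken from the text of the study for a list fixed beforehand, 18 were measured here. That list does not hold every gene the text mentions. Nod2, a bacterial peptidoglycan sensor, was the 1 gene called (-0.79 ± 0.17, adjusted p = 0.0221). Scn5a (-1.24 ± 0.38, adjusted p = 0.0882), Pax5 (-0.64 ± 0.22, adjusted p = 0.138, above background on 1 of 9 and 6 of 8 arrays) and Tlr9 (-0.37 ± 0.15, adjusted p = 0.189) had the next lowest adjusted p. The type 2 cytokine genes Il4 (0.37 ± 0.29), Il5 (0.09 ± 0.45) and Il13 (0.20 ± 0.59) did not pass, at adjusted p of 0.518, 0.933 and 0.882, and Il5 and Il13 were above background on few arrays (3 and 2 of 9 Mthfr-/- arrays, 2 and 2 of 8 wild-type arrays). Runx3, which lies near Mthfr (-0.41), Tle4 (0.29), Rasgrp4 (-0.37), Fcer1g (-0.25), Socs3 (-0.11), Icam1 (-0.11), Stat5b (0.18), Etv5 (0.04), Tnf (-0.38), Pde7b (-0.32) and Ifng (0.35) did not pass either. The study measured Il-4, Il-5 and Il-13 as protein in lavage fluid and reported lower levels in HDM-treated Mthfr-/- mice. It also reported methylation differences at Rasgrp4, Fcer1g and Tle4 by pyrosequencing, and qRT-PCR of selected genes. RNA of whole lung on these arrays does not test the protein or methylation results. The study selected some of these genes in its own comparisons of these mice, so their direction is not independent evidence. As a list they were lower by camera (adjusted p = 0.0363), but not with an estimated correlation (adjusted p = 0.334), and 2 were lower adjusted over the list alone.

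Chromosome 4 held 35 of the 249 called genes. Within 14 Mb of Mthfr, 26 of 283 genes (9.19%) were called, against 223 of 15420 genes elsewhere (1.45%), an odds ratio of 6.89 (95% interval 4.32 to 10.6, Fisher exact test, two-sided, p = 5.08e-13). Masp2, Angptl7, Slc25a34 and Ubiad1 were among those that rose there, and Zfp933, Cptp, Znf41-ps and Fbxo44 among those that fell. Without this interval 214 genes were called.

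To compare the genotypes without inflammation, saline-treated Mthfr-/- lungs were set against saline-treated C57BL/6 lungs (n = 3 and 5). Crabp2, which carries retinoic acid in the cytosol, was higher by 5.37 ± 1.09 (adjusted p = 0.0478), Masp2 was at least 5.10-fold higher, and Camk2b (2.52 ± 0.46), the complement regulator gene Cd59a (1.31 ± 0.19), the phospholipase C gene Plcd3 (1.21 ± 0.18) and the prenyltransferase gene Ubiad1 (1.05 ± 0.15) rose. Afm was at least 3.80-fold lower and dim on all 3 Mthfr-/- arrays. Falls were also seen in Lrmda (-2.49 ± 0.23), Fam205a2 (-2.40 ± 0.43), Zfp933 (-2.37 ± 0.18), Tmem254a (-2.23 ± 0.30), Plac9a (-2.23 ± 0.18), the F-box gene Fbxo44 (-2.17 ± 0.26) and the small GTPase gene Rab6b (-2.00 ± 0.25).

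The comparison called 21 genes, 6 higher and 15 lower, and 817 of 15703 had an unadjusted p under 0.05. That is close to the share of 0.05 that would do so with no difference. Genes near Mthfr made up 7 of the 21 (2.47% of genes there against 0.0908% elsewhere, odds ratio 27.9, 95% interval 9.45 to 74.6, Fisher exact p = 5.37e-08), and 13 genes were called when these were left out. On scan day 1 alone (3 against 2 arrays) 12 genes were called, and with array weights 65. Without Mthfr-/- replicate 2 it was 13. Crabp2 lost its call without each of the 8 arrays in turn and Entpd4 without 7 of them (adjusted p up to 0.298, without Mthfr-/- replicate 4). Camk2b lost it without 4 arrays (up to 0.127, without Mthfr-/- replicate 2) and Fam205a2 without 2 arrays (up to 0.143, without Mthfr-/- replicate 3). Camera called 11 lists in saline-treated lungs and 0 with an estimated correlation, where the lowest adjusted p was 0.192. No member of these lists was called over all genes. Higher lists were neutrophil (camera adjusted p = 3.39e-07), T cell (1.96e-06), B cell (7.53e-06), NK cell (0.000197) and adipose markers (0.0338), interferon-stimulated genes (0.000297) and proliferation genes (0.0164). Lower lists were heat shock genes (1.50e-08), glucocorticoid-responsive genes (3.39e-07), extracellular matrix genes (1.26e-05) and immediate early genes (0.0218). The neutrophil list had 1 higher member adjusted over the list alone, and the heat shock and glucocorticoid lists 1 lower member each.

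Both comparisons of genotype shared 20 genes, 5 higher and 15 lower in Mthfr-/- lungs under both treatments, against 0.333 for independent lists (Fisher exact p = 2.80e-10 for the higher and 2.37e-33 for the lower genes), and 7 of the 20 lay near Mthfr. Without saline-treated Mthfr-/- replicate 2, 13 genes were shared. No gene was called in opposite directions. Lrmda, Plac9a, Tmem254a, Tmem254c and Duxbl2 on chromosome 14 were among them, together with Entpd4 (-0.80 and -0.81), which is known to vary between C57BL/6 substrains. Across all 15703 genes the log2 differences of both comparisons correlated at r = 0.157 (Spearman's rho = 0.0152), and genes are not independent replicates. No array was in the group means of both comparisons, but both shared the estimate of the spread, so the lists of called genes are not independent.

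**Figure D3:**
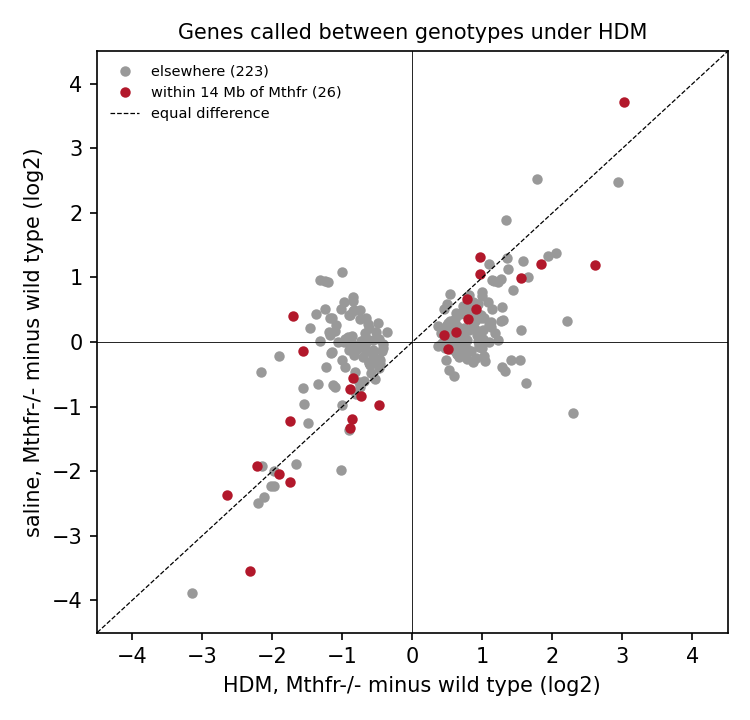
The log2 difference between Mthfr-/- and wild-type lungs under HDM (horizontal axis) and under saline (vertical axis) for the 249 genes called under HDM, with 26 genes within 14 Mb of Mthfr in red and 223 others in grey. Of the genes near Mthfr, 24 had the same sign under both treatments, against 141 of the others.

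The response of wild-type lung to HDM was measured by comparing HDM-treated with saline-treated C57BL/6 lungs (n = 8 and 5). Of the lists, 15 of 23 goblet cell and alternatively activated macrophage genes, 14 of 23 proliferation genes, 13 of 37 interferon-stimulated genes and 10 of 23 type 2 cytokines and receptors rose, and none of these lists passed with an estimated correlation (adjusted p from 0.130 to 0.318). Clca1, a secreted product of goblet cells, was higher by 8.31 ± 1.23 and above background on 8 of 8 and 4 of 5 arrays, the chitinase-like gene Chil4 by 6.13 ± 0.94 and the mucin gene Muc5ac by 4.68 ± 0.86. Capn9 was at least 24.4-fold higher, the C-type lectin gene Cd209e at least 12.5-fold, Retnlb, which encodes the goblet cell protein RELM-beta, at least 7.17-fold and the phospholipase gene Pla2g4c at least 6.60-fold. Mrgprg rose by 4.70 ± 0.74, from 1 of 5 arrays above background.

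In all, 857 genes were called, 455 higher and 402 lower, and 3865 had an unadjusted p under 0.05. Among the largest falls were those of Obscn (-2.34 ± 0.64, above background on 3 of 8 and 4 of 5 arrays), the scavenger receptor gene Scara5 (-2.21 ± 0.52, on 6 of 8 and 5 of 5), the sulfotransferase gene Sult1d1 (-2.07 ± 0.61, on 6 of 8 and 5 of 5) and Erich5 (-1.84 ± 0.39, on 2 of 8 and 5 of 5). The potassium channel genes Kcnc4 (at least 2.13-fold lower, above background on 4 of 5 saline arrays) and Kcnd2 (at least 1.20-fold, on 3 of 5), Olfr453 (at least 1.32-fold, on 4 of 5) and Plekhh2 (at least 1.04-fold, on 3 of 5) were dim on all HDM-treated arrays. The call of Sult1d1 ended without any 1 of 10 of the 13 arrays (adjusted p up to 0.147), those of Obscn (up to 0.119) and Kcnd2 (up to 0.0906) without any 1 of 6 each, that of Alox15 without any 1 of 4 (up to 0.0803) and that of Scara5 without 1 (0.0519). Arrays of both treatments were among them, except for Scara5. With scan day as a covariate 673 genes were called. Scan day 1 alone (5 against 2 arrays) gave 11 and scan day 2 alone (3 against 3 arrays) gave 0, with fewer arrays in each. It was 295, 384 and 438 without saline-treated replicates 2, 3 and 6, 549 and 425 without HDM-treated replicates 8 and 10, and 396 when only these 2 groups were fitted. With 75th percentile scaling it was 636, of which 403 were higher and 233 lower.

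Of 23 alternatively activated macrophage and goblet cell genes, 15 rose and none fell (17 adjusted over the list alone), among them Retnla (at least 13.7-fold, saturated on 7 of 8 HDM-treated arrays), the pendrin gene Slc26a4 (3.83 ± 0.43) and Chil3 (1.25 ± 0.16, saturated on 1 of 8). Camera gave adjusted p = 1.85e-19, and adjusted p = 0.130 with an estimated correlation. Of 23 type 2 cytokines and receptors, 10 rose (11 higher and 1 lower adjusted over the list alone), including Ccl8 (3.16 ± 0.45), the eotaxin gene Ccl24 (3.76 ± 0.76) and its receptor gene Ccr3 (at least 4.39-fold), with adjusted p = 6.70e-07, and adjusted p = 0.318 with an estimated correlation. Of 8 eosinophil markers, 4 rose (4 higher and 1 lower adjusted over the list alone), Ccr3 and Alox15 (2.83 ± 0.73, above background on 7 of 8 and 1 of 5 arrays) among them, with adjusted p = 0.0133, and adjusted p = 0.280 with an estimated correlation. Of 23 proliferation genes, 14 rose (17 adjusted over the list alone), among them Birc5 (1.89 ± 0.28) and Mki67 (1.34 ± 0.24), with adjusted p = 1.33e-17, and adjusted p = 0.280 with an estimated correlation. Of 37 interferon-stimulated genes, 13 rose (28 adjusted over the list alone), Oas1a by 1.97 ± 0.35 and Oas2 by 1.45 ± 0.29, with adjusted p = 2.81e-18, and adjusted p = 0.318 with an estimated correlation. Of 30 inflammatory genes, 3 rose (4 higher and 1 lower adjusted over the list alone), including Ccl7 (2.77 ± 0.64) and the acute-phase gene Saa3 (3.05 ± 0.73), with adjusted p = 0.00528, and adjusted p = 0.639 with an estimated correlation. T cell markers (1 of 21 rose, with 7 higher and 1 lower adjusted over the list alone, adjusted p = 0.000199) and B cell markers (1 of 18, Cd72, 1.20 ± 0.23, adjusted p = 0.0200) were higher as lists. Xenobiotic metabolism genes (2 of 37 fell, 8 adjusted over the list alone, adjusted p = 0.00127) and cardiac markers (0 of 11, median -1.55, adjusted p = 0.0133) were lower. With an estimated correlation the adjusted p of these 4 lists was 0.606, 0.639, 0.482 and 0.639. All 8 HDM-treated wild-type arrays also enter the comparison of genotypes under HDM. The rise of interferon-stimulated genes and B cell markers here and their lower values in Mthfr-/- lungs there are therefore not separate lines of evidence.

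The response of Mthfr-/- lung was measured in the same way (n = 9 and 3). Goblet cell genes rose here too: Chil4 by 7.77 ± 1.099, Clca1 by 7.22 ± 1.44 (saturated on 2 of 9 HDM-treated arrays) and Muc5ac by 5.56 ± 1.01. Capn9 was at least 56.1-fold higher, Retnlb at least 20.2-fold, Pla2g4c at least 16.7-fold, the trefoil factor gene Tff1 at least 15.5-fold and Cd209e at least 12.6-fold, each above background on 9 of 9 HDM-treated and 0 of 3 saline-treated arrays. The secreted phospholipase gene Pla2g2d, which lies near Mthfr, fell by 3.04 (SE 0.49, above background on 1 of 9 and 3 of 3 arrays), Itgbl1 by 1.47 (SE 0.30), and Olfr791 was called lower but was above background on only 1 of 12 arrays, so no fold is given.

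In all, 23 genes were called, 20 higher and 3 lower, and 1122 had an unadjusted p under 0.05. All 23 were also called in the wild-type response, in the same direction, against 1.25 for independent lists (Fisher exact p = 1.15e-31 for the 20 higher and 1.67e-05 for the 3 lower genes). Both responses shared the estimate of the spread, so these lists are not independent. With 3 saline-treated arrays single arrays weighed heavily. The count was 7 without saline-treated Mthfr-/- replicate 4 and 10 without replicate 3. The call of Clca1 ended without any 1 of 10 of the 12 arrays. That of Itgbl1 ended without any 1 of 9, of Tff1 of 6, of Olfr791 and Pla2g4c of 3 each, of Muc5ac and Pla2g2d of 2 each and of Ccl8 of 1. The highest adjusted p were reached without replicate 4 for Clca1 (0.847), Olfr791 (0.474), Muc5ac (0.332), Tff1 (0.311), Ccl8 (0.270) and Pla2g4c (0.110), without replicate 3 for Itgbl1 (0.432) and without replicate 2 for Pla2g2d (0.0675), all saline-treated. Array weights gave 106 genes and normexp correction 12. Of 23 alternatively activated macrophage and goblet cell genes, 9 rose (17 adjusted over the list alone), including Retnla (at least 12.2-fold, saturated on 8 of 9 HDM-treated arrays) and the chitinase gene Chia1 (2.89 ± 0.40). This was the 1 list call that held with an estimated correlation (camera adjusted p = 3.07e-37, and adjusted p = 0.00639 with an estimated correlation). Of 23 type 2 genes, 1 rose, Ccl8 (3.19 ± 0.53, 7 adjusted over the list alone), with adjusted p = 1.29e-10, and adjusted p = 0.0961 with an estimated correlation. B cell markers (0 of 18 called, 11 lower adjusted over the list alone) had adjusted p = 4.17e-14, and adjusted p = 0.0561 with an estimated correlation. Higher lists were also proliferation genes (adjusted p = 1.70e-13), clock genes (0.000152), glucocorticoid-responsive genes (0.0153) and heat shock genes (0.0166). Lower lists were also NK cell markers (4.52e-08), lymphoid follicle genes (7.40e-05), extracellular matrix genes (0.000122), interferon-stimulated genes (0.0119) and cardiac markers (0.00742). None of these lists held a gene called over all genes, and none held with an estimated correlation. Adjusted over the list alone, 7 NK cell, 3 lymphoid follicle and 4 extracellular matrix genes were lower, and 1 clock gene and 1 glucocorticoid-responsive gene were higher.

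**Figure D4:**
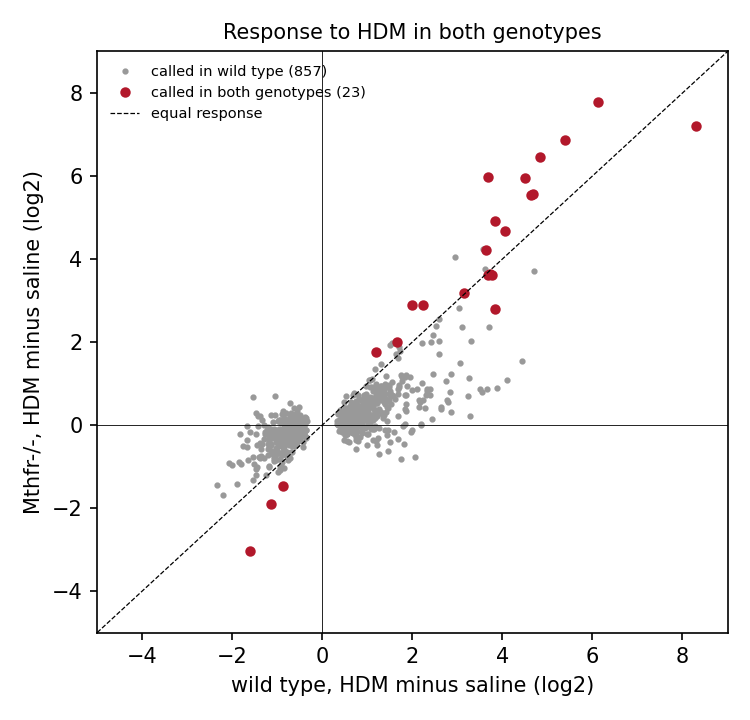
The log2 difference between HDM-treated and saline-treated lungs in wild-type mice (horizontal axis) and in Mthfr-/- mice (vertical axis) for the 857 genes called in wild type, with the 23 genes called in both genotypes in red. The dashed line marks equal responses.

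Whether the response to HDM differed between the genotypes was tested by the interaction. No gene passed by limma (lowest adjusted p = 0.394), while 1343 genes had an unadjusted p under 0.05, and the unmoderated analysis of variance called 0 genes. The 5 genes with the lowest p were Leprotl1 (1.24 ± 0.24), Per2 (2.26 ± 0.48), Oas2 (-2.09 ± 0.45), Vav1 (-1.14 ± 0.25) and Cd72 (-1.59 ± 0.35), all at adjusted p = 0.394. The unequal numbers of genes called in the 2 genotypes are not a test of that difference. Over the 857 genes called in wild type, the response of Mthfr-/- lungs correlated with that of wild type at r = 0.768 (rho = 0.731) with a slope of 0.565, on genes chosen for their wild-type difference. Over all 15703 genes the correlation was weaker (r = 0.474, rho = 0.254, slope 0.399). Camera called 13 lists in the interaction and 0 with an estimated correlation, where the lowest adjusted p was 0.0892. Among the lists with a lower response in Mthfr-/- lungs, interferon-stimulated genes had 20 of 37 and B cell markers 11 of 18 members lower adjusted over the list alone, and 0 over all genes. Leaving out 1 array at a time called 1 gene in the interaction without saline-treated wild-type replicate 5 and 0 without any other. The moderated F test over the 4 groups called 650 genes, 395 of 15703 without saline-treated wild-type replicate 2, and 3672 had an unadjusted p under 0.05.

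**Figure D5:**
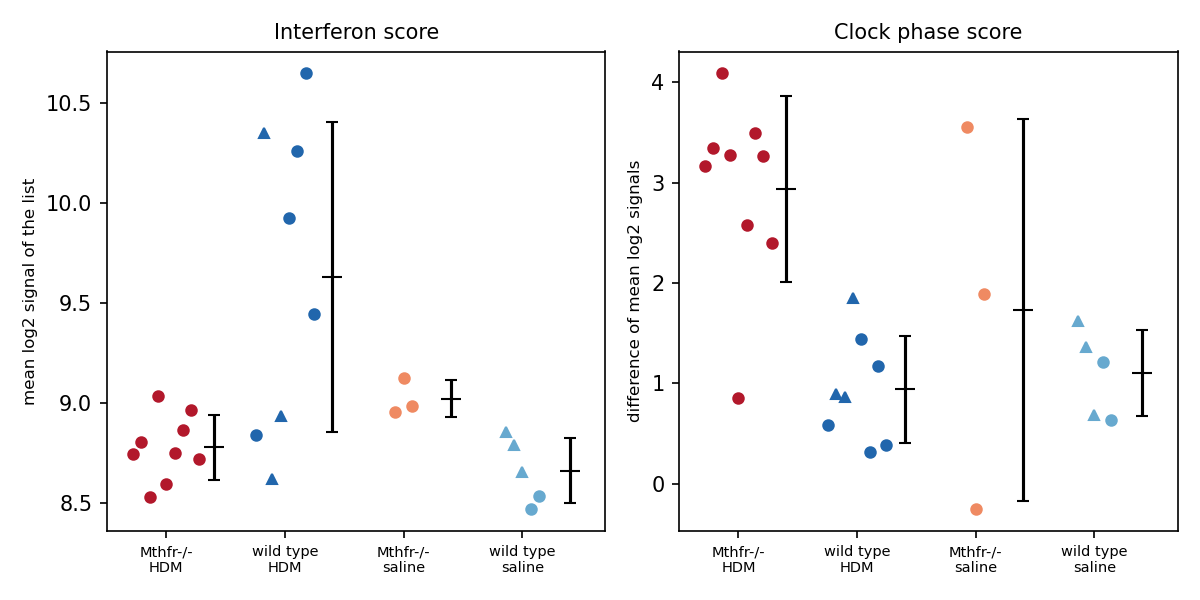
The mean log2 signal of 37 interferon-stimulated genes (left) and the mean of late clock genes minus the mean of early clock genes (right, log2) on each array, by group, with black bars for the group mean ± SD. Circles are arrays of scan day 1 and triangles arrays of scan day 2. The interferon score of HDM-treated lungs was 8.78 ± 0.16 in Mthfr-/- and 9.63 ± 0.77 in wild type, where arrays spread from 8.62 to 10.65.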

Values the study reported

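The study reported 737 genes that differed between HDM-treated Mthfr-/- and HDM-treated wild-type mice at an adjusted p-value below 0.05. Of those, 30 were shared with the same comparison in saline-treated mice, for which the study gave 36 genes.

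The study also reported a 14 Mb stretch of chromosome 4 in its Mthfr-/- mice that carried B129 sequence. It left results from that stretch out of its later discussion.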

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

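Of the tests below, those of an effect anywhere in the genome and of a carried-along strain variant, those of scan day and of genotype alone for the clock genes, and those of scan day, of leukocytes and of B cells for the interferon-stimulated genes were chosen after the result was seen.

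In groups of 5 to 9 arrays, the highest or lowest array was compared with the others by the gap to its nearest neighbour divided by the range of the group (Dixon's test). It stood apart in 19 of 258 values, and chance alone sets apart about 1 in 20 groups. HDM-treated Mthfr-/- replicate 4 stood apart in 5: it was lowest in Camk2b (ratio 0.595) and in its median correlation with its group (0.570, at r = 0.941 against 0.963 to 0.979), and highest in Lrmda (0.598), Cd59a (0.509) and Fbxo44 (0.534). HDM-treated Mthfr-/- replicate 5 was lowest in Dbp (0.678), and replicate 10 highest in Ccl28 (0.513) and Saa3 (0.578). HDM-treated wild-type replicate 6 was highest in Ccl28 (0.834) and Itgbl1 (0.568) and lowest in Retnla (0.544), where it was the only array of its group that was not saturated. Among the same group, replicate 5 was lowest in Spon2 (0.548) and replicate 8 highest in Kcnd2 (0.594). Saline-treated wild-type replicate 4 was highest in Cptp (0.823), Tff1 (0.801) and Oas1a (0.897), replicate 5 lowest in Muc5ac (0.846) and Olfr453 (0.790), and replicate 2 highest in Fbxo44 (0.717).

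Camera on the interaction called 13 lists at the preset correlation, and none of the 13 passed with an estimated correlation (lowest adjusted p = 0.0892). At the preset correlation the response to HDM was lower in Mthfr-/- lungs for interferon-stimulated genes (adjusted p = 6.34e-24), markers of B cells (3.57e-14), T cells (0.000129), NK cells (0.000129), neutrophils (0.00246), monocytes and interstitial macrophages (0.0111) and dendritic cells (0.0309), lymphoid follicle genes (0.000129), inflammatory genes (0.000192), proliferation genes (0.000987) and the genes taken from the study's text (0.00246). It was higher for clock genes (0.000808) and glucocorticoid-responsive genes (0.000637). When arrays were exchanged between genotypes, 18 of 100 splits gave at least 13 lists and the highest other split gave 17, so chance was not excluded for this number.

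A_55_P2132323, a probe for Mthfr that stood for no gene in the comparisons because it was not the brightest, was well above background on 12 of 12 Mthfr-/- arrays and on 0 of 13 wild-type arrays. Signal from a transcript of the altered locus was not tested, since the place of the probe is not given.

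Genes called between the genotypes lay together near Mthfr. An effect of the lost enzyme on genes anywhere in the genome, as the whole cause, was argued against by the saline-treated arrays. There the odds ratio was 27.9 (Fisher exact test, 95% interval 9.45 to 74.6). No saline-treated array enters the group means of the HDM comparison, but both comparisons share the estimate of the spread, so their calls are not independent. Scan day was argued against by the median difference of these genes on scan day 1, which was 1.11 times that on all arrays. Of the 26 genes, 24 had the same direction in the saline-treated arrays (binomial p = 1.05e-05), against 141 of 223 elsewhere. These genes are neighbours read on the same mice, and Mthfr itself is among them. They are not independent trials, so the binomial p overstates the evidence. A strain variant carried along with the Mthfr allele is a candidate explanation, since the study describes sequence of another strain on chromosome 4 of its Mthfr-/- mice, and a local effect of the deletion on its neighbours stays open.

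Clock genes of opposite phase differed between HDM-treated genotypes. The mean of 10 late genes minus that of 4 early genes was 2.94 ± 0.93 (SD, n = 9) in Mthfr-/- lungs and 0.94 ± 0.53 (n = 8) in wild-type lungs, and scan day was argued against, since the difference on scan day 1 alone was 2.16 (exact permutation p = 0.00150). Genotype alone, without HDM, stays open: 2 of 3 saline-treated Mthfr-/- arrays lay above the highest saline-treated wild-type array, but the score ran from -0.25 to 3.55 among the 3, the groups differed by only 0.63 (exact permutation p = 0.518), and 0 of 17 clock genes were called under saline. The hour of collection stays open as well and may have differed between animals, because early and late genes ran against each other inside groups (r = -0.771, permutation p = 0.00056, rho = -0.611, permutation p = 0.00345, and r = -0.586 without the 2 arrays farthest from the median). Collection times are not given, so it cannot be told apart from an effect of genotype.

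Interferon-stimulated genes were lower in HDM-treated Mthfr-/- lungs, where scan day was argued against by the difference on scan day 1 alone (exact permutation p = 0.00200), and 1 or 2 wild-type arrays with a high level by the difference without the 2 highest, -0.56 (exact permutation p = 0.0190). More leukocytes of all kinds in the wild-type lungs, as the whole cause, were argued against by 123 leukocyte markers. Their mean difference was -0.131, against a mean of -0.85 over the interferon-stimulated genes. The 95% bootstrap interval of that mean (-0.211 to -0.05) was drawn over markers, which are not independent. It was not drawn over mice, so it does not measure the spread between them. The markers also moved apart: the median was 0.40 for neutrophils, 0.03 for T cells, -0.32 for dendritic cells and -0.72 for B cells. More B cells were argued against as the whole cause, since at equal B cell marker score the interferon score still differed by -0.81 (95% interval -1.54 to -0.08). Without HDM the score was higher in Mthfr-/- lungs by 0.36 (exact permutation p = 0.0357). A weaker interferon response to HDM in Mthfr-/- lungs is a hypothesis that these values neither establish nor exclude. In the interaction 0 of 37 genes passed over all genes. The list passed at the preset correlation, but not with an estimated correlation (camera adjusted p = 0.168) or by fry (adjusted p = 0.0710). By ELISA the study saw interferon-gamma protein in saline-treated mice, and less or none after HDM, which is another measure than this RNA score. Differences in housing or microbes between the mice were not tested.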

How the results depend on the processing

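The setting close to the study's description, scan day as a covariate and the replicate block for lists, these and scan day 1 alone for genes near Mthfr, and all alternatives for shared genes were chosen after the data were seen, and the other alternatives were planned.

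Of 130 called values of named genes, 27 passed under every alternative run and 80 without each array in turn. Only Mthfr reversed: the mean of all probes put it higher in Mthfr-/- lungs under HDM (0.52) and saline (0.47), because 1 of its 3 probes goes the other way. That probe was well above background on no wild-type array, so the reversal rests on signal that was not measured there. The deposited table kept 127 values past the threshold, slide as a block 129, array weights 124, 75th percentile scaling 116, normexp 109, scan day as a covariate 102 and scan day 1 alone 53. In the groups of scan day 2, 0 of 55 passed.

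Genes called under HDM between genotypes numbered 569 with the deposited table, 160 with no filter on dim probes, 151 with scan day as a covariate, 91 on scan day 1 alone and 90 with only the 2 groups compared. On scan day 1 38.5% of them were higher, against 55.0% on all arrays. In saline the number was 65 with array weights, 12 on scan day 1 alone and 13 without genes near Mthfr. The wild-type response held 11 genes on scan day 1 alone, 0 on scan day 2 alone and 396 with only the 2 groups compared. With 75th percentile scaling 63.4% of its genes were higher, against 53.1%. The Mthfr-/- response held 12 genes with normexp and 106 with array weights. The test over 4 groups called 1177 genes with the deposited table, 1481 with array weights and 104 on scan day 1 alone. Apart from 1 array left out, the interaction called 0 genes under every alternative. A single scan day holds fewer arrays, and for the other settings the cause was not tested.

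Shared genes of the genotype comparisons numbered 31 with array weights, 10 on scan day 1 alone and 13 without genes near Mthfr. Shared genes of the HDM responses numbered 12 with normexp, 58 with array weights and 5 on scan day 1 alone. The cause was not tested.

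Replicate numbers as a block gave 69 genes between genotypes under HDM, 13 under saline, 71 in the wild-type response, 7 in the Mthfr-/- response, 93 over 4 groups, and 12 and 5 shared genes. Deviations of arrays that share a number correlated at r between -0.307 and 0.255, so the numbers showed no pairing, and the block spends degrees of freedom.

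Lists called with an estimated correlation numbered 0 between genotypes under HDM and 0 under saline, 0 in the wild-type response, 1 in the Mthfr-/- response and 0 in the interaction. With fry they numbered 9, 0, 6, 5 and 3 in that order. On scan day 1 alone the wild-type response had 17 lists.

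Leaving out each array in turn gave 100 to 509 genes between genotypes under HDM (lowest without Mthfr-/- replicate 3, highest without replicate 10), 13 to 18 under saline, 295 to 1252 in the wild-type response, 7 to 29 in the Mthfr-/- response, 0 to 1 in the interaction and 395 to 896 over 4 groups. The shared genes numbered 13 to 25 and 7 to 28. The odds ratio for genes near Mthfr under HDM was 16.4 with a window of 5 Mb and 4.94 with 20 Mb, 10.4 on scan day 1 and 8.87 with scan day as a covariate. Signal over background limits what dim probes show: 46.84% to 56.63% of probes were well above background.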

Other observations

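The test of the HDM response across scan days and the splits were planned, while the splits within a scan day, the setting close to the study's description and the chromosome 14 genes were chosen after the results were seen.

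Outside the window around Mthfr, 15 of 559 genes on chromosome 14 were called between the genotypes under HDM and 6 under saline. The neighbours Lrmda, Plac9a, Tmem254a, Tmem254c and Duxbl2 were lower in Mthfr-/- lungs under both treatments and on scan day 1 alone, where Lrmda differed by -2.28 (adjusted p = 2.20e-06) and Plac9a by -2.09 (adjusted p = 1.35e-07). The shared direction of neighbouring genes leaves room for a variant of that region that separates the mice, as Entpd4 on the same chromosome is known to vary between C57BL/6 substrains. Their sizes cannot be compared closely. Duxbl2 was dim on all HDM-treated Mthfr-/- arrays, and under HDM the difference of Lrmda ran from -2.35 to -1.06 across the alternatives. Whether such a variant is present was not tested.

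Apart from Mthfr itself, enzymes and carriers around the step that it catalyses did not pass over all genes under HDM. Adjusted over the list alone, 4 of 33 were higher and 1, Mthfr, was lower. Among those with the lowest p were the glycine N-methyltransferase gene Gnmt (0.80 ± 0.23, SE, adjusted p = 0.0767 by limma), the reduced folate carrier gene Slc19a1 (0.51 ± 0.15, adjusted p = 0.0853) and Mthfd1l, which feeds mitochondrial formate into the folate cycle (0.50 ± 0.16, adjusted p = 0.117).

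The number of genes called between HDM-treated genotypes was 249. It was lower than the number quoted from the study. Between saline-treated genotypes 21 genes were called. That was lower than the number quoted from the study. A setting close to the study's description, with the deposited table, all probes, no filter and no moderation, gave 364 and 28 genes. All counts made here are of genes named through the RefSeq gene table, which 49.4% of probes matched. The study does not say how it named or counted genes, so the numbers may not be of like sets.

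Other splits of the arrays into groups of the same sizes were fitted in the same way, the real split included. For genes between genotypes under HDM, 1 of 100 splits gave as many as 249 and the highest other gave 211. For saline, 1 of 56 gave as many as 21 and the highest other gave 1. For the wild-type response, 1 of 100 gave as many as 857 and the highest other gave 4, and for the Mthfr-/- response, 1 of 100 gave as many as 23 and the highest other gave 7. For the test over 4 groups, 1 of 100 gave as many as 650 and the highest other gave 15. These 5 counts were larger than in any other split drawn. The split with 211 genes exchanged 4 arrays of each genotype. With arrays exchanged only within a scan day, 1 of 100 splits gave as many as 249 (highest other 45), 1 of 100 as many as 857 (62) and 1 of 100 as many as 650 (27). Chance was argued against as the source of these counts but was not excluded. At most 100 splits were fitted per comparison, and exchanged arrays add any real group difference to the spread. Nor do the splits fix the size of the counts: the first was 91 on scan day 1 alone and 100 without Mthfr-/- replicate 3. For the interaction, all 100 splits gave at least the real 0, and the highest other gave 1. For the number of lists called by camera, 18 of 100 splits gave at least the real 15 between genotypes under HDM (highest other 23), 17 of 56 at least 11 under saline (19), 42 of 100 at least 10 in the wild-type response (22) and 27 of 100 at least 12 in the Mthfr-/- response (20). Chance was not excluded for the number of lists in any comparison.

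A weaker response to HDM in Mthfr-/- lungs was tested as a hypothesis on scan day 1, with 100 genes chosen on the wild-type arrays of scan day 2, 43 higher and 57 lower there, of which 0 passed the threshold there. The mean response was 1.15 in Mthfr-/- and 1.46 in wild-type lungs, a difference of -0.31 (exact permutation test over 20020 regroupings, p = 0.367). A p above the threshold had been set beforehand as evidence against the hypothesis. That reading was wrong, because with 2 saline-treated wild-type arrays on that day a p above the threshold excludes nothing, and the question stays open.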
